A study of Rattus norvegicus with 6 samples. Its data were reported in "MicroRNA regulation of the proliferation and apoptosis of Leydig cells in diabetes" (2021).

How the data were processed

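Small RNA was sequenced from the testes of 6 Sprague-Dawley rats, 3 diabetic and 3 normal. Diabetes had been induced with streptozotocin (STZ), a compound that destroys the insulin-producing cells of the pancreas, and the diabetic profiles were taken at week 8. The study's methods add a high-fat diet before the STZ dose. Each library was a separate sample with its own label, and the labels alone assigned it to a group. Replicates carried the same numbers in both groups, but same-numbered animals were different rats and nothing stated that they were paired.

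According to the study's methods, the authors sequenced single-end reads, removed primers and adaptors, counted the small RNAs, annotated known miRNAs by miRBase family and grouped further miRNAs by seed sequence. They expressed abundance as CPM, the reads of a miRNA scaled to a fixed library total, and screened differences with DESeq. The study's results give the thresholds as a log2 fold change of at least 1 and a p under 0.05, without saying whether the p was adjusted, and it was taken here as unadjusted. The aligner, the counting tool, software versions, the genome build and the miRBase release were not stated, nor was how reads matching several near-identical miRNAs were shared. Values of closely related miRNAs, such as members of the miR-465 or miR-743 families, are therefore uncertain. The extraction text in the labels describes a poly(A) mRNA library, which is not a small RNA library. The series design and the study's methods describe miRNA sequencing, and that description was followed.

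The deposited table held CPM values rounded by the authors to 1 decimal, although its column headings call them TPM. It had 721 entries, 539 known miRNAs and 182 predicted ones that carry only an identifier, with 0 repeated names. Each library summed to about the same total, as CPM values do, and no length term was found, so the unit was taken as CPM over the listed miRNAs. CPM makes each value relative to all miRNA reads of its library, so a change in an abundant miRNA shifts every other value.

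Whole reads were recovered from the deposited CPM by finding the smallest library total for which every value was a whole number of reads. This held for 100% of values in each library. One read was worth 3.27, 2.69 and 1.82 CPM in diabetic replicates 1, 2 and 3, and 2.27, 2.03 and 1.89 CPM in normal replicates 1, 2 and 3. The smallest level treated as measurable was 3 reads. It corresponded to 9.82, 8.06 and 5.46 CPM in the diabetic libraries and to 6.80, 6.09 and 5.66 CPM in the normal libraries. Reads were not marked with molecular identifiers as far as stated, so these floors cover counting error only. A fold change against a group whose libraries all held 3 reads or fewer is given as a lower bound, and no fold is given where both groups were at that level. Such a bound covers the floor only. It takes the observed mean of the other group as exact and leaves out the spread between its libraries.

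The unit is normalized, so the main test was limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) in R 4.3.3 on log2(CPM + 1), with all 6 libraries and no covariate. The design fixed in advance named this test for normalized values and a count test for counts. miRNAs with at least 1 CPM in at least 3 libraries were tested. At these depths this means at least 1 read in 3 libraries. Fold changes are differences on the log2(CPM + 1) scale, which understates changes of scarce miRNAs. P-values were two-sided, and adjusted ones used the Benjamini-Hochberg method. Sets of miRNAs were tested with camera from limma. Single values per library, and the log2(CPM + 1) of each named miRNA, were compared with a two-sided exact permutation test, whose smallest possible p for 3 against 3 is 0.1.

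The named miRNAs followed a rule set before the data were examined. They were 12 listed miRNAs of the study, any with an adjusted p under 0.05, up to 8 others with the smallest p among those with a log2 change of at least 1 and groups that did not overlap, and the 3 most abundant. The list held 8 miRNAs marked as higher in diabetes and 4 as lower. The study's text names 4 of them, and the other 8 names were read from its network picture. Predicted entries have no gene name, and of these only 2 that rose and 2 that fell are named. The miRNA sets were fixed at the same stage: a germ-cell set (miR-34b, miR-34c and miR-449), a cluster on the X chromosome and the imprinted Dlk1-Dio3 cluster.

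Gene symbols were looked up in a RefSeq gene table of assembly GRCr8. Of the 539 known miRNAs, 532 (98.7%) matched a miRNA gene by name, 498 of them a single gene. No coordinates are given because the files name no genome build. In that table, 14 of the 15 X-cluster genes and 38 of the 40 Dlk1-Dio3 genes stood next to another member of their set.

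The alternatives were another pseudocount (0.1), eBayes without the trend, no filter, at least 10 reads in every library, reads thinned to the smallest library, DESeq2 size factors, upper-quartile factors, a replicate block, the DESeq2 1.42.0 Wald test on recovered reads, and leaving out each replicate. The edgeR 4.0.16 quasi-likelihood test on recovered reads, TMM factors and the rescaled set tests were added after the data had been seen. Tests were checked on simulated counts with a 4-fold change. With an adjusted p under 0.05, limma recovered 82.4% of 188 changed miRNAs, with 1.90% false calls among 158. It recovered 100% of the 102 with at least 10 reads on average and 61.6% of the 86 below that. The edgeR test recovered 80.3% of 193 and DESeq2 63.7%. The simulation used one dispersion (0.0225) for every miRNA. In it, 188 of the 565 miRNAs tested by limma were changed. Recovery at an adjusted p depends on that share, which is unknown for the data. These percentages therefore do not give the power of the tests in the data. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The study's mRNA libraries, cell experiments and clinical material were not analysed here.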

Results

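The 6 testis libraries held from 305476 to 549446 reads over the listed miRNAs. Diabetic replicates 1, 2 and 3 held 305476, 372049 and 549446 reads, and normal replicates 1, 2 and 3 held 441214, 492592 and 530132. The mean was 408990 ± 126110 reads in the diabetic group and 487979 ± 44638 in the normal group (SD, n = 3 each), a difference smaller than the spread between diabetic replicates (exact permutation p = 0.4). Predicted miRNAs took between 0.534% and 0.777% of reads. Of the 721 entries, 425 (58.95%) averaged fewer than 10 reads per library.

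Replicates were compared before they were averaged. Spearman correlations across miRNAs ran from 0.914 to 0.939 within groups and from 0.905 to 0.935 between groups, so libraries of one group were barely closer to each other than to the other group. These correlations are across miRNAs, which are not independent replicates. Chi-square per degree of freedom between libraries of one group ran from 7.43 to 24.4, so no pair was alike within counting noise and all 6 counted as separate samples. Over the 296 miRNAs averaging at least 10 reads, the first principal component held 28.4% of the variance. It placed the 3 diabetic libraries on one side of the 3 normal libraries (exact permutation p = 0.1, the smallest this design allows). Diabetic replicates 1, 2 and 3 scored -2.28, -3.05 and -1.97, and normal replicates 1, 2 and 3 scored 0.81, 0.03 and 6.47. Normal replicate 3 lay furthest out, and normal replicates 1 and 2 lay nearer to the diabetic libraries than to it.

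The number of miRNAs detected describes library complexity. It was 545 ± 40.9 in the diabetic and 567 ± 12.6 in the normal group (SD, n = 3 each), and the exact permutation test gave p = 0.4. At equal depth the difference moved from -21.7 to -6 miRNAs. The 10 most abundant miRNAs took 61.9% ± 0.337 of diabetic reads and 62.5% ± 1.10 of normal reads (SD, n = 3 each; exact permutation p = 0.5). miR-34c-5p alone took 28.7% ± 1.09 and 29.6% ± 2.48 of reads (SD, n = 3 each; exact permutation p = 0.6).

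The central comparison asked which testis miRNAs differed between diabetic and normal rats. Of 578 miRNAs tested, 436 known and 142 predicted, 0 had an adjusted p under 0.05 in limma. The smallest adjusted p was 0.0907. At an unadjusted p under 0.05 there were 51 miRNAs, 32 higher and 19 lower in diabetes, where 28.9 would be expected by chance. The alternative that moved the adjusted count most was eBayes without the trend, which gave 8, each averaging at most 6.33 reads per library. Groups did not overlap for 86 miRNAs (14.9%), and chance gives 10%. The median log2 change over all tested miRNAs was 0.0046.

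With the study's thresholds, a log2 change of at least 1 and a p under 0.05 (taken here as unadjusted), 27 miRNAs passed, 17 higher and 10 lower in diabetes. They were 18 known and 9 predicted miRNAs. Most were scarce: 24 of the 27 (88.9%) averaged fewer than 10 reads per library, against 282 of the 578 tested (48.8%). Their median abundance was 2.17 reads per library. In 19 of them at least one group lay wholly at or under 3 reads, and in 6 of these both groups did. Among the 257 miRNAs with at least 10 reads in every library, 1 passed.

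**Figure D1:**
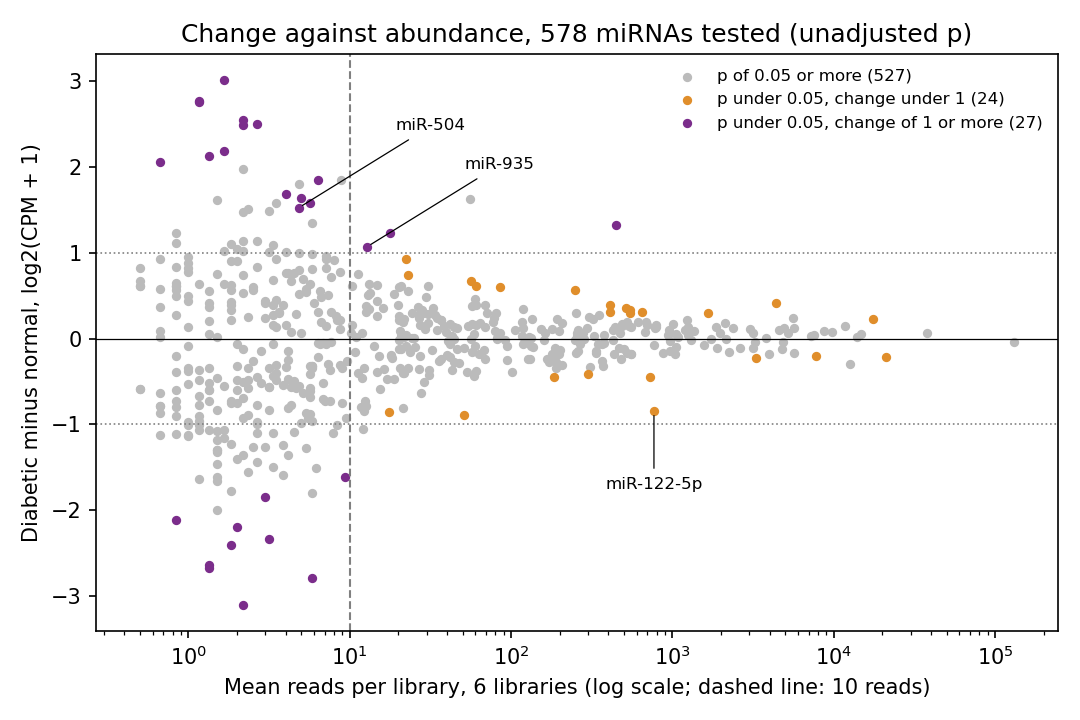
Difference between diabetic and normal libraries on the log2(CPM + 1) scale (vertical axis) against mean reads per library on a log axis, 1 point per miRNA for the 578 tested. Purple points are the 27 miRNAs past both thresholds, of which 24 lie left of the dashed line at 10 reads, and orange points are the 24 with an unadjusted p under 0.05 and a smaller change, among them miR-122-5p at -0.85.

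The 12 listed miRNAs were examined as a group fixed in advance. Of the 11 that entered the test, 9 passed the study's thresholds in the listed direction, 5 higher and 4 lower, and all 11 differed in the listed direction. Over all 578 miRNAs 0 of them had an adjusted p under 0.05, and the smallest was 0.348. Adjusted over the list alone, 9 were under 0.05. The list was probably selected on these same libraries, although the study cites a different data record, so that count shows no stability. The listed miRNAs held 431 of 2690910 reads in total. Single members held from 9 to 107 reads over the 6 libraries and at most 30 in any library. Of the 12, 0 had at least 10 reads in every library.

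miR-504 (gene Mir504) was at 16.5 ± 6.96 CPM in diabetic and 4.90 ± 1.65 CPM in normal libraries (SD, n = 3 each). These values stood for 3, 6 and 13 reads against 3, 2 and 2 reads. All normal libraries were at or under 3 reads, so the observed diabetic mean was at least 2.67-fold higher. Diabetic replicate 1 also held 3 reads. The log2 change of miR-504 was 1.53 with a standard error of 0.68. Its unadjusted p in limma was under 0.05 but its adjusted p was 0.492, and the exact permutation test gave p = 0.1, the smallest possible. The unadjusted p was under 0.05 in 8 of its 16 alternatives.

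miR-935 (Mir935) was at 40.6 ± 13.7 CPM in diabetic and 18.8 ± 6.61 CPM in normal libraries (SD, n = 3 each), from 10, 21 and 18 reads against 7, 7 and 14. Its log2 change was 1.07 with a standard error of 0.46 and an adjusted p of 0.492 in limma (exact permutation p = 0.1). The unadjusted p was under 0.05 in 10 of its 17 alternatives.

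miR-484 (Mir484) was at 13.2 ± 14.2 CPM in diabetic and 2.70 ± 0.964 CPM in normal libraries (SD, n = 3 each). It had 11 reads in diabetic replicate 2 and 1 or 2 reads in each of the other libraries, and the exact permutation test gave p = 0.2. miR-301a-5p (Mir301a) had 1, 0 and 8 reads in the diabetic libraries and 0 in each normal library, so the filter removed it (exact permutation p = 0.4). miR-125a-3p (Mir125a) had 7, 3 and 1 reads against 1, 1 and 0 (exact permutation p = 0.3). For these 3 the difference did not exceed the spread between replicates.

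Among the other listed miRNAs marked as higher, miR-382-5p (Mir382) and miR-500-3p (Mir500) had groups that did not overlap (exact permutation p = 0.1 for each). miR-382-5p was at 24.1 ± 2.20 against 6.10 ± 1.83 CPM (SD, n = 3 each), a log2 change of 1.85 with a standard error of 0.59 (limma adjusted p = 0.348). miR-500-3p was at 57.5 ± 2.54 against 26.0 ± 11.7 CPM (SD, n = 3 each), a log2 change of 1.23 with a standard error of 0.42 (limma adjusted p = 0.348). miR-325-5p (Mir325) was at least 1.98-fold higher on 3, 8 and 3 reads against 0, 1 and 1 (limma adjusted p = 0.348; exact permutation p = 0.1). Only diabetic replicate 2 exceeded 3 reads of it.

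Of the listed miRNAs marked as lower, miR-205 (Mir205) was at 8.80 ± 2.17 CPM in diabetic and 31.9 ± 19.8 CPM in normal libraries (SD, n = 3 each). Its log2 change was -1.61 with a standard error of 0.59 (limma adjusted p = 0.348). miR-379-3p (Mir379) was at least 2.83-fold lower on 0, 1 and 3 reads against 17, 9 and 5 (limma adjusted p = 0.348). miR-3064-3p (Mir3064) had 0 reads in each diabetic library and 2, 8 and 3 in the normal ones, which is at least 1.13-fold lower (limma adjusted p = 0.348). That bound rests on normal replicate 2, since the other normal libraries held 3 reads or fewer. miR-326-3p (Mir326) was at least 1.45-fold lower on 0, 1 and 1 reads against 2, 7 and 8 (limma adjusted p = 0.364). The groups of these 4 did not overlap, and each had an exact permutation p of 0.1.

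**Figure D2:**
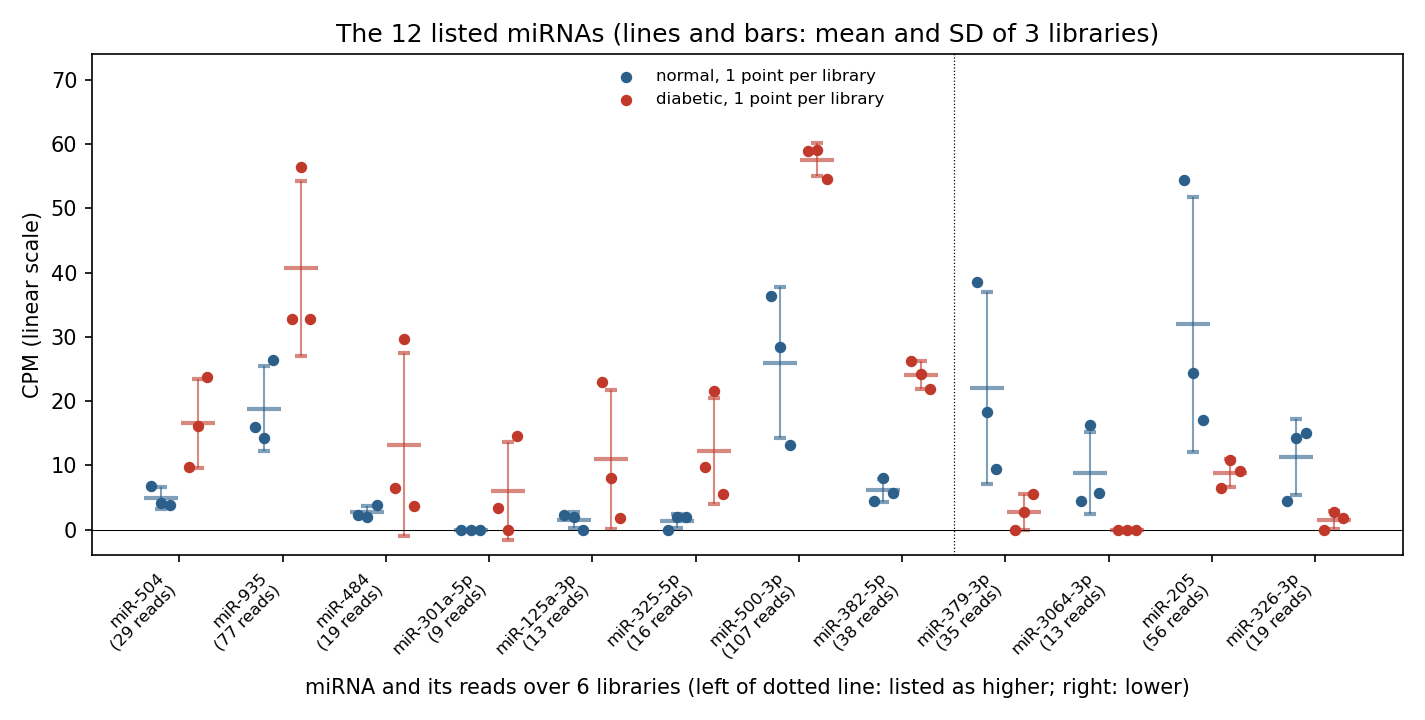
CPM of the 12 listed miRNAs on a linear axis, with 1 point per library, horizontal lines at the mean and bars for the SD of 3 libraries. Labels give the reads over all 6 libraries, from 9 for miR-301a-5p to 107 for miR-500-3p, and the SD of miR-484 in the diabetic group (14.2) exceeds its mean (13.2).

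The 8 further miRNAs named by the rule were scarcer still, at 1.17 to 2.17 reads per library on average. let-7g-3p had 0 reads in each diabetic library and 2, 3 and 3 in the normal ones, and the predicted miRNA 8_24427 had 2, 2 and 3 against 0, so no fold is given for either. miR-146a-3p was at least 1.62-fold higher on 5, 3 and 3 reads against 0, 2 and 0, and only diabetic replicate 1 exceeded 3 reads. The predicted miRNAs 5_17044 and 12_32374 had 0, 0, 0 against 2, 4, 2 reads and 0, 0, 1 against 5, 2, 3 reads. Adjusted p-values of the 8 ran from 0.348 to 0.492 in limma.

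The most abundant miRNAs changed little. miR-34c-5p changed by -0.04 on the log2 scale with a standard error of 0.08 (exact permutation p = 0.6), and miR-143-3p by 0.07 with a standard error of 0.09 (exact permutation p = 0.5). The direction of both turned under at least one alternative. miR-21-5p was at 43355 ± 2740 CPM in diabetic and 50194 ± 3043 CPM in normal libraries (SD, n = 3 each). Its log2 change was -0.21 with a standard error of 0.08 (limma adjusted p = 0.406), and its groups did not overlap (exact permutation p = 0.1).

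miR-122-5p had the smallest p of all and was singled out after its values were seen. It was at 1216 ± 243 CPM in diabetic and 2196 ± 514 CPM in normal libraries (SD, n = 3 each), from 419, 499 and 514 reads against 1229, 906 and 1041. Its log2 change was -0.85 with a standard error of 0.17 (limma adjusted p = 0.0907; exact permutation p = 0.1). It did not pass the adjusted threshold or the log2 threshold of 1.

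The last comparison asked whether groups of related miRNAs moved together. The germ-cell set had 7 members tested, with a mean log2 change of -0.19 and a median of -0.06 (camera in limma, adjusted p over 3 sets = 0.638). The mean rested largely on miR-449c-3p, which had at most 3 reads in any library. The set's share of reads was 32.6% ± 1.19 in diabetic and 33.5% ± 2.51 in normal libraries (SD, n = 3 each; exact permutation p = 0.6). The X-linked cluster had 28 members, 17 higher and 11 lower. Their mean log2 change was 0.01 and their median 0.04 (adjusted p = 0.638). The mean was near the median of all tested miRNAs, and its sign turned under each of the 3 other scalings together with that median. It gives members near the floor full weight, such as miR-741-5p (-0.79 at 0.667 reads per library) and miR-881-5p (-0.48 at 2.33 reads). The largest rise was that of miR-742-5p (0.93 at 22.2 reads). The cluster's share was 11.8% ± 0.542 against 11.1% ± 0.160 (SD, n = 3 each). The exact permutation p of 0.1 is the smallest this design allows. Abundant members weigh most in this share. miR-741-3p was at 42379.8 CPM in diabetic and 36256.5 CPM in normal libraries, whereas miR-547-3p went the other way (15995.6 against 18336.1 CPM). The Dlk1-Dio3 cluster had 41 members, with a mean log2 change of -0.0034 and a median of 0.16 (adjusted p = 0.796). Its share was 0.191% ± 0.0231 against 0.175% ± 0.0420 (SD, n = 3 each; exact permutation p = 0.7).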

Values the study reported

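The study reported that 19 miRNAs differed in expression between the testes of diabetic and control rats. Of these, 12 were known and 7 were newly predicted.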

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

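The 0 miRNAs with an adjusted p under 0.05 (51 at an unadjusted p under 0.05) became 8 with eBayes without the trend. The count was 1 with no filter, with at least 10 reads in every library, with upper-quartile factors, with TMM factors and with the DESeq2 Wald test, and it was 2 with the edgeR test on the recovered reads but 0 with that test after its expression filter. It ranged from 0 to 1 across the 6 fits that each left out one replicate. The single miRNA was miR-122-5p in each of these settings except the fit without diabetic replicate 3, where it was the predicted X_47314, and the edgeR test called both. The 8 without the trend did not include miR-122-5p and were scarce, averaging from 0.667 to 6.33 reads per library. Without the trend the unadjusted limma p of the predicted 8_24427, at 1.17 reads, moved from 0.00667 to 5.5e-06. That of miR-122-5p, at 768 reads, moved from 0.000157 to 0.0212. The cause of these changes was not tested.

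The 27 miRNAs past the study's thresholds became 1 with at least 10 reads in every library, 11 with the DESeq2 Wald test and 5 with the edgeR test after its own expression filter, which kept 303 miRNAs. For the first, 24 of the 27 averaged fewer than 10 reads. The last came with the filter, since the edgeR test on the same 578 miRNAs called 24, of which 20 were among the 27. DESeq2 size factors in limma gave 30, so scaling does not explain the 11 of the Wald test. In the simulation DESeq2 recovered 23.1% of 91 changed miRNAs under 10 reads and limma 61.6% of 86, and both recovered 100% of those with more, so lower sensitivity to scarce miRNAs is a possible explanation. The count was from 20 to 35 across the fits that each left out one replicate. Thinning every library to the smallest gave 24, of which 14 were among the 27, with 10 higher and 14 lower against 17 higher and 10 lower at full depth. Upper-quartile factors gave 13 higher and 13 lower.

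The 9 listed miRNAs past the thresholds became 0 with at least 10 reads in every library, because that filter removes all 12 before testing. They became 6 with the DESeq2 Wald test and 3 with the edgeR test after its expression filter, against 11 with the edgeR test on the same miRNAs. They numbered from 6 to 10 when one replicate was left out.

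Same-numbered rats were different animals, and the correlation of their deviations from the group means was -0.0844 over 296 miRNAs. With the replicate block 1 miRNA had an adjusted p under 0.05, 19 passed the study's thresholds and 7 listed miRNAs did. The set tests with the block gave adjusted p-values over 3 sets of 0.753 for the germ-cell set and the X-linked cluster and 0.828 for the Dlk1-Dio3 cluster (camera in limma).

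The mean log2 change of the X-linked cluster was -0.0105 with no filter, -0.0205 with DESeq2 size factors, -0.0944 with upper-quartile factors and -0.0376 with TMM factors, and from -0.0565 to 0.0567 when one replicate was left out. That of the Dlk1-Dio3 cluster was 0.0074 with no filter and from -0.1156 to 0.1099 when one replicate was left out. DESeq2, upper-quartile and TMM factors also moved the median of all tested miRNAs from 0.0046 to -0.03, -0.10 and -0.04. The signs turned by these factors, of values near 0, therefore follow a shift of all miRNAs and show nothing particular to the cluster. That shift also covers miR-143-3p with upper-quartile factors. It does not cover every sign turned with no filter or without one replicate. Without diabetic replicate 3 the median was 0.0128 and the X-linked mean -0.0565, whereas without normal replicate 3 both were -0.0148. miR-143-3p moved to -0.0403 with upper-quartile factors and ranged from -0.0032 to 0.1575 without one replicate, and miR-34c-5p ranged from -0.1102 to 0.009 without one replicate. The germ-cell mean, which rests largely on miR-449c-3p at most 3 reads, kept its direction in every alternative run for it, with no camera p under 0.05. The miRNAs detected and the share of the 10 most abundant also kept their direction. Their exact permutation test cannot give a p under 0.1 with so few libraries, so its p-values say nothing about stability.

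For 23 miRNAs, namely those named by the rule without miR-301a-5p, which was not tested, and with miR-122-5p, which was added after its values were seen, 238 comparisons with other settings gave 216 with the same verdict, 19 weaker, 2 stronger and 1 reversed. A setting whose filter removed a miRNA gave no comparison for it, so the strictest filters left most of the scarce miRNAs out of these counts. Leaving out replicates gave 138 comparisons, of which 111 had the same verdict, 23 were weaker, 2 stronger and 2 reversed. miR-382-5p, miR-379-3p and miR-3064-3p stayed under an unadjusted p of 0.05 in all of the 17, 16 and 16 alternatives that tested them. So did miR-122-5p in all of its 18 and the predicted 8_24427 in all of its 16. Further predicted miRNAs named by the rule also did, and like 8_24427 they had 0 reads in each normal library. Staying under 0.05 was therefore also reached by miRNAs near the floor. Depth limits the listed miRNAs, with at most 30 reads in any library, and still more the 8 others named by the rule, with at most 6. Library totals alone and limma on log2(CPM + 1) were planned as alternatives but are the main setting here, and no name was repeated, so these gave no other value.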

Other observations

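The tests of miR-122-5p were chosen only after its result had been seen, and its value under another scaling had been seen before that test was written.

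The real grouping gave the most miRNAs past the study's thresholds among the 10 splits of the 6 libraries into 3 and 3: 27, against 8 to 20 in the others, so 1 of 10 splits gave as many. For an unadjusted p under 0.05 it gave 51 against 12 to 37, again 1 of 10 splits. Only 4 of the splits, the real one included, part all 3 same-numbered pairs, and of these 4 only the real one, 1 split, gave as many in both cases. The other 6 part 1 pair each. With 10 splits the design cannot give a share under 0.05, so the number of calls cannot be told apart from chance on this evidence. Other splits gave up to 4 miRNAs with an adjusted p under 0.05, more than the 0 of the real split.

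Sampling of few reads was tested as an explanation for the 27 calls. Libraries were drawn 100 times with equal expected shares in both groups and counting noise only. The draws gave a median of 14 calls (5 to 27), and 1 draw reached 27. A median of 28.5 miRNAs had an unadjusted p under 0.05 (15 to 43), and 0 draws reached 51. Counting noise alone is therefore unlikely to account for the whole number of calls, but it may account for a good part of them. The draws do not say which calls those are, and they leave out variation between animals.

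If a hairpin's abundance had changed, its other arm would move too. Among 6 hairpins with one called arm and both arms tested, the other arm moved the same way in 3 (exact binomial p = 1), and 6 hairpins are too few to decide. Among 23 hairpins with an arm at an unadjusted p under 0.05, the other arm moved the same way in 12 (52.2%, exact binomial p = 1), against 56 of 104 (53.8%) with no such arm. Single hairpins differed. Both arms of miR-204 were higher, miR-204-3p by 1.68 at 4 reads per library and miR-204-5p by 0.36 at 518 reads (limma adjusted p = 0.492 and 0.348). The other arm of miR-382-5p was higher by 0.93 at 3.50 reads (limma adjusted p = 0.795). miR-379-5p, at 68.3 reads per library on average, changed by -0.14 (exact permutation p = 0.8), whereas miR-379-3p at 5.83 reads was called lower. let-7g-5p, at 11789 reads per library, changed by 0.15 (exact permutation p = 0.2), in the direction opposite to let-7g-3p. miR-125a-5p, at 1852 reads per library, changed by 0.13 (exact permutation p = 0.4), and its listed other arm averaged 2.17 reads. A change in arm choice and sampling of few reads are both possible here, and the 3 of 6 hairpins with a called arm do not separate them.

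miR-122-5p was lower in all 3 diabetic libraries than in any normal library. Its log2 change ran from -0.96 to -0.66 over 18 alternatives, with an unadjusted p under 0.05 in 18 of 18 and an adjusted p from 0.000162 to 0.526. Less blood in the diabetic samples would lower the erythrocyte miRNAs miR-451, miR-144 and miR-486 by a similar amount, but the log2 ratio of their share was -0.10. That share rests mostly on miR-486 and miR-451-5p, which changed by -0.11 and 0.01. miR-144-3p changed by -0.02, whereas miR-144-5p, at 12 reads per library, changed by -1.05 with a standard error of 0.56 (limma adjusted p = 0.648), and the mean over the 4 was -0.29. A difference in library depth was tested by thinning to the smallest library, where the change was -0.84 (limma adjusted p = 0.375). Random thinning leaves the expected CPM of a miRNA with this many reads as it was. This value could therefore hardly have moved and cannot decide the question. Fewer reads as the cause would give higher CPM in deeper libraries. Diabetic replicates 1, 2 and 3, at 305476, 372049 and 549446 reads, had 1371.6, 1341.2 and 935.5 CPM. Normal replicates 1, 2 and 3, at 441214, 492592 and 530132 reads, had 2785.5, 1839.3 and 1963.7 CPM. The deepest library had the lowest value, and within groups only normal replicate 3 exceeded a shallower library. These values argue against depth as the source. Among 3 other scalings the change nearest 0 was -0.88. Scaling therefore does not account for the difference. Less blood could account for part of it at most if the share of these miRNAs tracks blood, and miR-144-5p alone fell as much. The erythrocyte miRNAs address the amount of blood only, and cannot show how much miR-122-5p that blood carried. Carry-over of reads from other tissues or libraries was not tested, so it remains open beside an effect of diabetes. As a hypothesis, miR-122-5p may be lower in testis samples of diabetic rats, whatever its source in them.

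The diabetic libraries had fewer miRNAs detected by 21.7 on average. The difference was -45.2 without diabetic replicate 3 and -8.17 without diabetic replicate 2, the ends of its range when one replicate was left out. A difference in library depth was tested by thinning each library to the smallest, where the difference was -6. This is consistent with depth as its main source.

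The predicted X_47314 was chosen after its values were seen. It was at 1810, 2838 and 453 CPM in diabetic replicates 1, 2 and 3 and at 379, 560 and 704 CPM in the normal ones. It had 446 reads per library on average and a log2 change of 1.32 (standard error 0.45, limma adjusted p = 0.348, exact permutation p = 0.3). Diabetic replicate 3 lay inside the normal range, and without it the adjusted p was 0.0152. No explanation of this difference was tested.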
